A study of Mus musculus with 20 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

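Tail DNA of 1 family of C57BL/6J/Nrs mice was compared with DNA of a single reference male by two-colour array comparative genomic hybridization (array CGH), in which the ratio of the fluorescence of both DNAs at a probe follows the ratio of their copy numbers. The family, named 20mGyU, consisted of a sire (20mGyUM), a dam (20mGyUF) and 8 offspring (20mGyU1 to 20mGyU8). According to the title of the series, the sire had received gamma-rays at 20 mGy per day for 400 days before mating. The design text of the series calls the same male non-irradiated. The title and the methods of the study were followed, and no comparison below uses the dose. Each mouse was hybridized on 2 arrays with the dyes exchanged, which gave 20 arrays. Both arrays of a mouse were counted as 1 replicate, and the reference DNA was the same on all arrays. Groups were taken from the labels. Only arrays of the first screening of this family were analysed here, so neither the finer second arrays, the quantitative PCR of the study nor families of unexposed sires entered any comparison.

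The arrays were of a custom design with 966371 spots. The authors scanned them and extracted the signals with Feature Extraction 10.7.1.1. Per the file headers, probe positions refer to mouse build mm9 (NCBI37), and all coordinates are given in that build. The deposited red and green intensity values are background-subtracted, spatially detrended and dye-normalized by the scanner software with linear and lowess factors. The deposited log10 ratio of each spot is that of red (Cy5) over green (Cy3). Other deposited columns used were the flags for outliers, saturation and signal above background, which are yes or no values set by the software. The authors' value table of the series holds log2 ratios, which were equal to the scanner log ratios, or to these with the sign turned, within 1e-06 for 19 arrays. Its scale was therefore log2 and it had not been centred further. Its direction was reference over mouse for 15 arrays and mouse over reference for the 4 arrays of 20mGyU1 and 20mGyU2, as read from the dyes in the labels. The medians of these columns lay between -0.02 and 0.01.

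The scanner file of the 20mGyU7 array with the mouse in Cy3 held no usable signal. Only 2.11% of its spots were well above background, against 99.4% to 99.9% on the other 19 arrays, and its ratios did not follow the value table (r = 0.01 across probes, which are not independent replicates). For this array the column of the authors' value table was used instead, with the sign that gave its X probes the direction found on the other array of that mouse. How that column was made is not given in the sources used here. In the normexp and loess alternatives this array kept the values of the table.

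Log ratios were multiplied to the log2 scale and turned to mouse over reference. Control spots (6745) were left out, spots of the same probe were averaged, and each array was centred on the median of its autosomal probes. No loess or quantile step was added. This left 950622 autosomal probes with a median spacing of 2053 bp, 68 X probes and 23 Y probes. Between 45 pairs of mice, arrays of the same dye orientation correlated positively across autosomal probes, with r from 0.30 to 0.66 for the mouse in Cy5 and from 0.10 to 0.72 for the mouse in Cy3. Both orientations of a mouse correlated negatively (r from -0.48 to -0.08), as a probe-specific dye difference changes sign when the dyes are exchanged. Array noise, a robust SD taken from differences between neighbouring probes, was 0.20 to 0.28 on single arrays and 0.11 to 0.15 for the mean of both orientations. The number of arrays limits the precision.

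Autosomal probes were called by the criteria of the study. A probe was positive when its log2 ratio lay beyond 0.8 with the same sign in both orientations, or when it and an adjacent probe lay beyond 0.5 in both orientations. For comparison, probes passing the same thresholds with opposite signs in the 2 orientations were counted. A probe-specific dye difference adds to this count, so it does not estimate false calls of the same sign. Positive probes of a mouse were joined into a region across at most 2 non-positive probes. A region of an offspring was a de novo candidate when no probe in it was positive with the same sign in either parent and its mean lay beyond that of each parent by more than 0.5 in both orientations. As in the study, Type L regions had 2 or more positive probes and Type S regions had 1. Same-signed regions of different mice that overlapped were joined into a locus. For loci with 2 or more positive probes in exactly 1 parent, the number of carriers among 8 offspring was compared with an equal chance of being passed on.

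Two-sided exact binomial tests were used for deletions against gains and for transmission (Benjamini-Hochberg adjustment over loci), and a two-sided exact permutation test over 45 splits of the 10 mice was used for parents against offspring. Arrays fell into 5 scan batches of 2 mice each, and the sire and dam made up a batch of their own. Each Type L candidate was also set against 10000 random windows with as many autosomal probes of the same mouse, windows on the candidate itself included, and ranked among the 10 mice, where the smallest one-sided exact p is 0.1. Recovery was measured by adding losses (the X response of the dam with its sign turned) and gains (that response times the log2 ratio of a 1-copy gain) to 200 places per offspring, size and direction. In a test on simulated arrays of 200000 probes, all 200 losses of 10 probes were recovered as Type L candidates with 0 false regions. Shorter losses were not part of that test, and it does not give the rate of false regions on the measured arrays.

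The rule for named items was fixed before the data were examined. It named all genes in Type L candidates, the largest segregating loci, loci of all 10 mice, and at most 5 Type S regions with the largest absolute mean. The files pair no probe with a gene, and the genome annotation at hand is of a different build. Genes are therefore named only where the study lists them for a deletion in the same mouse and on the same chromosome, and other regions are given by position. Not every gene so listed is reported here. For the same reason the fixed lists of genes (specific locus test markers, double strand break repair, the PCR reference gene, genes of the study's deletions, multigene families, known variable sites and antigen receptor loci) were not tested, and neither was a correction for GC content. Alternatives covered the call thresholds, normexp background correction (offset 50), loess (span 0.3, 4 iterations), no centring, the value table, each orientation alone or the mean of both, removal of probes with any quality flag, values relative to the median of the 10 mice, the parent difference, the gap, the rules for transmission, and the family without 20mGyU7. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.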

Results

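Copy number was measured by dye-swap array CGH in the tail DNA of 10 mice of the 20mGyU family, namely 1 sire, 1 dam and 8 offspring, each against the same reference male. The question was which copy number changes of the offspring were absent from both parents (de novo) after chronic exposure of the sire. The 19 usable scanner files had median green signals of 166 to 246.5 over a median background of 24 to 41, and median red signals of 229 to 362 over 49 to 59. There was 1 sire and 1 dam, so no spread between sires or between dams was available. The family has no unexposed counterpart here, and a frequency in exposed families cannot be compared with one in controls.

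X and Y probes separated the 10 mice into 2 patterns. The dam had an X log2 ratio of 0.91 (mean of both arrays) and a Y log2 ratio of -1.84, whereas the sire had -0.04 and 0.05. Offspring 20mGyU6, 20mGyU7 and 20mGyU8 had X ratios of 0.87, 0.89 and 0.91 and Y ratios of -1.83, -1.51 and -1.69. X ratios of the other 5 offspring lay between -0.02 and 0.03, and their Y ratios between -0.05 and 0.06. By these probes 20mGyU6, 20mGyU7 and 20mGyU8 were female like the dam, and the other 5 offspring were male like the sire. Where the ratio departed from 0 it had the same direction in both dye orientations, which says nothing for 20mGyU7, as the sign of 1 of its arrays was set from X probes. The X ratio of the dam, 2 copies over 1, served as the measured response to 1 copy on this array.

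**Figure D1:**
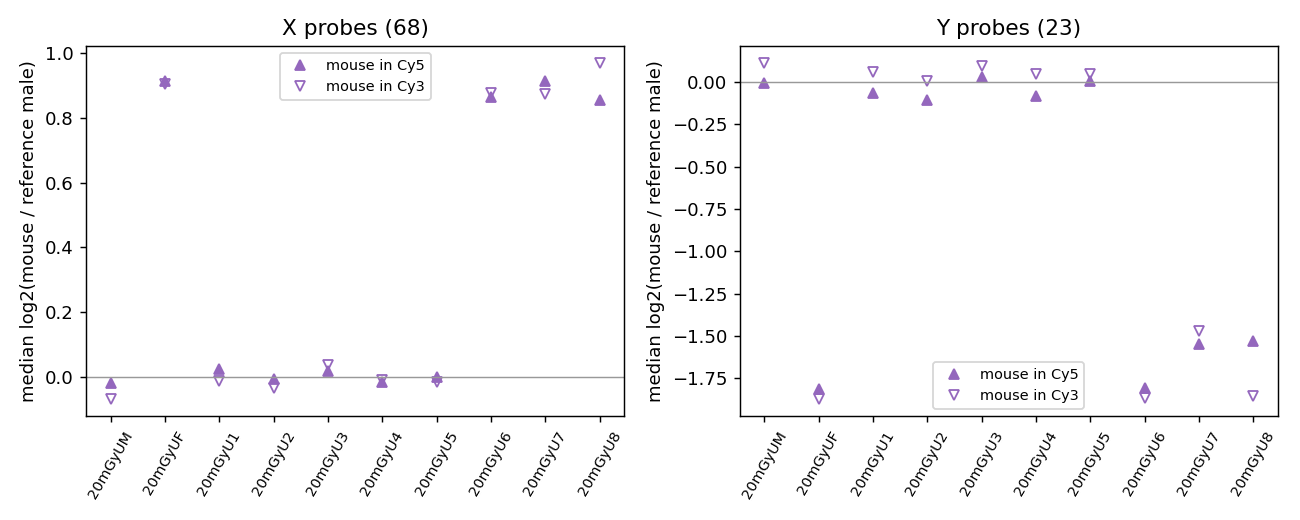
Median log2(mouse / reference male) over 68 X probes (left) and 23 Y probes (right) per array, with the mouse in Cy5 (filled) or Cy3 (open). The dam, 20mGyU6, 20mGyU7 and 20mGyU8 lie between 0.86 and 0.97 for X on single arrays, and the remaining mice between -0.07 and 0.04.

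Type L de novo candidates were deletions in 4 of the 8 offspring (50%, exact 95% confidence interval 15.7% to 84.3%), and no Type L gain was found. The 7 called regions formed 4 stretches, each in a different offspring, when regions within 50 kb were put together. Across these stretches the affected offspring averaged 82.5% to 94% of the X response of the dam, and the other 9 mice lay near 0. In each stretch the affected offspring had the lowest mean of the 10 mice. None of 10000 random windows of the same mouse was as low, which describes the candidates and does not test them, since they had been selected as low. With 1 affected mouse among 10 the smallest one-sided exact p is 0.1, so the rank alone cannot reach significance.

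The deletion with the most probes was found in 20mGyU6 on chromosome 1, from position 174216659 to 174292734 (76076 bp), with 33 positive probes of 47. The mean log2 ratio was -0.76 ± 0.40 with the mouse in Cy5 and -0.84 ± 0.26 with the mouse in Cy3 (SD over probes, n = 47). The sire had -0.04, the dam 0.00, and the other 9 mice lay between -0.06 and 0.04. It consisted of 3 called regions with 9, 4 and 20 positive probes and means of -0.81, -0.79 and -0.94. For the deletion of this mouse on this chromosome the genes listed by the study include Igsf8, an immunoglobulin superfamily membrane protein, Kcnj9 and Kcnj10, inwardly rectifying potassium channels, and the predicted gene Gm36937. The match rests on mouse, chromosome and direction, since the positions are in different builds.

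In 20mGyU8 a deletion of 23614 bp was found on chromosome 9, from 100694346 to 100717959, with 7 positive probes of 9. The mean was -0.85 ± 0.23 with the mouse in Cy5 and -0.86 ± 0.34 with the mouse in Cy3 (SD over probes, n = 9), against -0.03 in the sire and 0.00 in the dam. The study lists Stag1, a subunit of the cohesin complex that holds sister chromatids together, for the deletion of this mouse on chromosome 9. In 20mGyU5 the deletion was limited to 2 adjacent probes on chromosome 11, from 92677959 to 92679920 (1962 bp), with -0.89 ± 0.13 and -0.68 ± 0.12 in the 2 orientations (SD over probes, n = 2). The sire had 0.19 and the dam 0.15 there, and the study lists no gene for it.

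20mGyU1 carried a stretch on chromosome 14, from 16857098 to 16941899 (84802 bp), in which 16 of 22 probes were positive. The mean was -0.76 ± 0.24 with the mouse in Cy5 and -0.74 ± 0.29 with the mouse in Cy3 (SD over probes, n = 22). The sire had -0.05, the dam 0.02, and the other 9 mice lay between -0.12 and 0.03. The 10 probes on either side averaged -0.04 and -0.00. It was made of 2 regions, with 13 positive probes and a mean of -0.80, and with 3 positive probes and a mean of -0.83. No deletion of this mouse is in the study's list, and its genes could not be named in the build of the files.

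**Figure D2:**
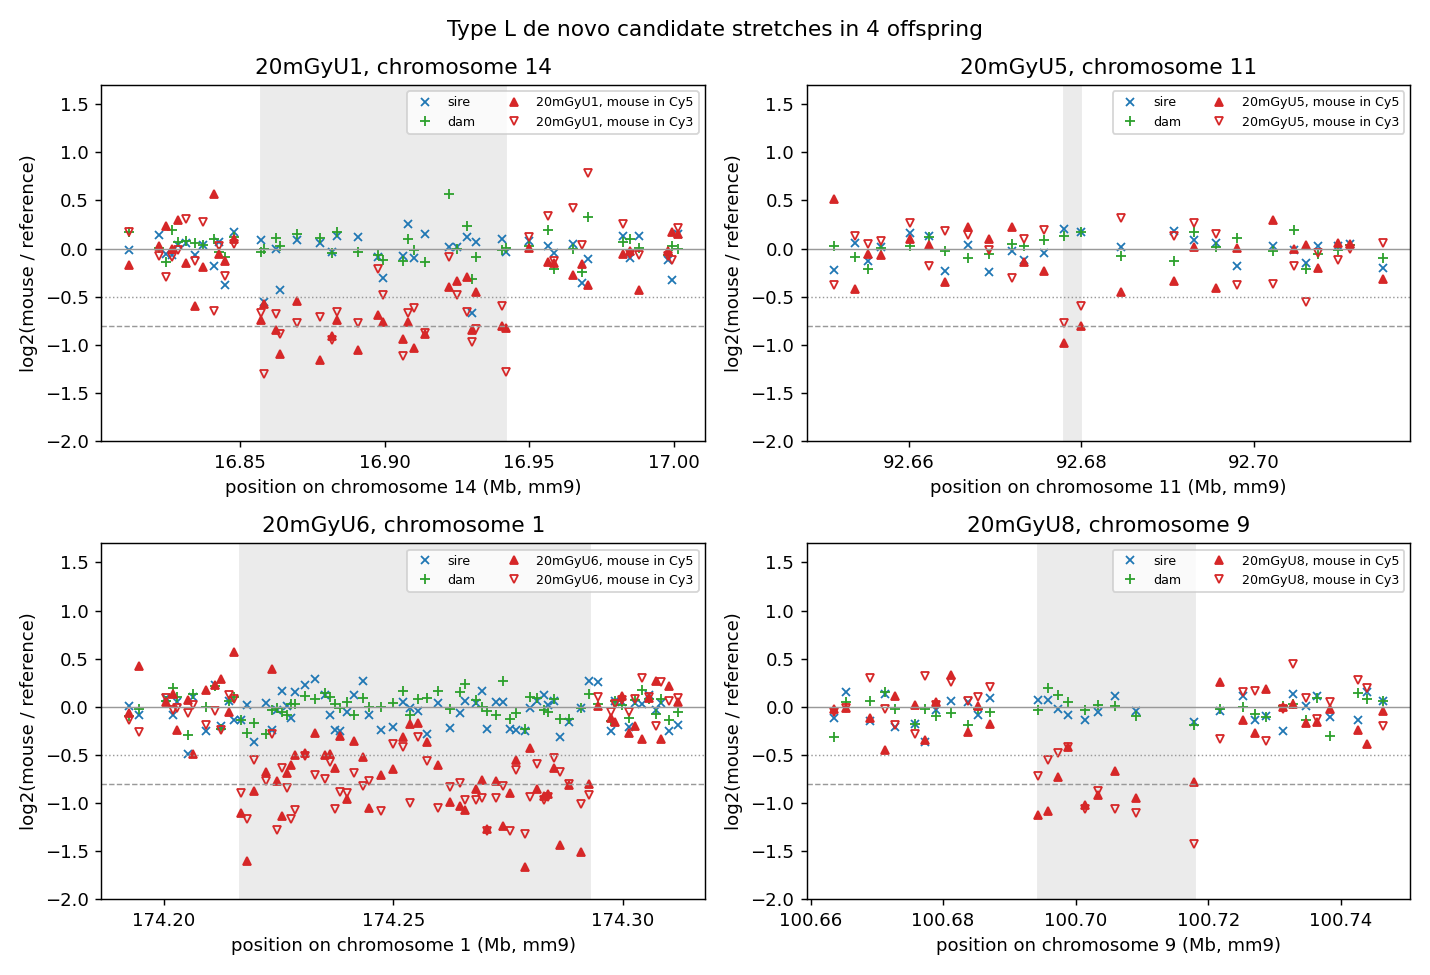
Log2(mouse / reference) against position (Mb, mm9) around the 4 Type L stretches (grey), for the affected offspring in each dye orientation (red) and the mean of both orientations in the sire (crosses) and dam (plus signs). Dashed and dotted lines mark -0.8 and -0.5. The 4 offspring average -0.75, -0.79, -0.80 and -0.85 inside the stretches, while both parents stay near 0.

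The 7 regions were all deletions (two-sided exact binomial p = 0.0156), but this test takes regions of the same stretch as independent. The 4 stretches were all deletions as well, for which p was 0.125. Both tests also take deletions and gains as equally easy to call, which they were not. Neither value shows that gains were absent. Losses of 1 copy added to the offspring arrays were recovered as Type L in 84.4% of cases at 2 probes and in 99.3% at 5 probes, whereas gains of 1 copy were recovered in 3.69% at 2 probes and in 41.1% at 20 probes. The 2-probe deletion of 20mGyU5 was not called after normexp background correction, where its mean was -0.51. The study lists a deletion of this mouse on chromosome 11 among those it verified by a second array and quantitative PCR. The sire, an animal with no de novo test, also had 2 regions of 2 probes called in no other mouse, with means of -0.70 and -0.60. The dam had 0 such regions. Among the offspring 20mGyU3 had 1, 20mGyU4 had 2 and 20mGyU7 had 3, and none of these passed as a de novo candidate. The lowest random 2-probe window of 20mGyU5 reached -0.65. Regions of 3 or more probes in a single mouse were seen in 20mGyU1, 20mGyU6 and 20mGyU8 and in neither parent.

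Single probes were called in every mouse, in the parents as well as in the offspring. In total 714 probes were lower and 136 higher than the reference over the 10 mice. Between 42 (20mGyU3) and 144 (20mGyU7) probes were called per mouse. The offspring averaged 81 ± 36.7 called probes (SD, n = 8), and the sire and dam had 136 and 66. The difference was smaller than the spread between mice (two-sided exact permutation p = 0.644, smallest possible 0.0222). The sire and dam were scanned in a batch of their own, so this comparison and the next one of parents with offspring are also comparisons between scan batches. Probes that passed the thresholds with opposite signs in the 2 orientations numbered 2904, more than the 850 called, with 158 to 426 per mouse. Because the dye difference adds to this number, it does not show how many of the calls were false.

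Type S de novo candidates comprised 92 deletions and 45 gains (67.2% deletions, two-sided exact binomial p = 7.31e-05). Some probes were counted in more than 1 offspring. The probe on chromosome 10 at 5335445 was counted in 20mGyU3 (-1.13), 20mGyU4 (-1.59) and 20mGyU5 (-1.04), with 1.24 in the dam. The test takes all candidates as independent, which repeated probes are not. It also takes both directions as equally easy to call, whereas simulated 1-copy losses of 1 probe were recovered in 44.4% and gains in 0.625%. 20mGyU7 had 23 of each, and deletions in the other offspring numbered from 2 (20mGyU1) to 15 (20mGyU2 and 20mGyU6). The majority of deletions changed with the processing. Deletions made up 46.5% after loess within each array and 33.8% relative to the median of the 10 mice. Among all called probes, 434 were lower and 277 higher after loess, 390 lower and 279 higher relative to the median of the 10 mice, and 260 lower and 100 higher after normexp. When probes with any quality flag were left out, 21 deletions and 16 gains were left. Without 20mGyU7 there were 69 deletions and 22 gains.

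Regions of a single probe called in 1 mouse alone were the background for Type S candidates, because those of the parents cannot be de novo by the family comparison. They numbered 118 in the sire, 22 in the dam and 50 ± 22.9 in the offspring (SD, n = 8). The difference between parents and offspring was within the spread between mice (two-sided exact permutation p = 0.556). The Type S candidates with the largest absolute means were gains in 20mGyU7 on chromosome 10 at 62424351 (2.05) and on chromosome 5 at 128284926 (1.89), a gain in 20mGyU6 on chromosome 7 at 121663042 (1.82), a deletion in 20mGyU6 on chromosome 2 at 36042468 (-1.75) and a deletion in 20mGyU2 on chromosome 17 at 45661938 (-1.60). At the first of these the sire had -0.76. For 20mGyU6 the orientations (Cy5, Cy3) were unequal, with 0.81 and 2.83 for the gain and -2.57 and -0.92 for the deletion. The Cy3 values of 20mGyU7 came from the authors' value table. Recovery of simulated single-probe changes was 44.4% for losses and 0.625% for gains.

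**Figure D3:**
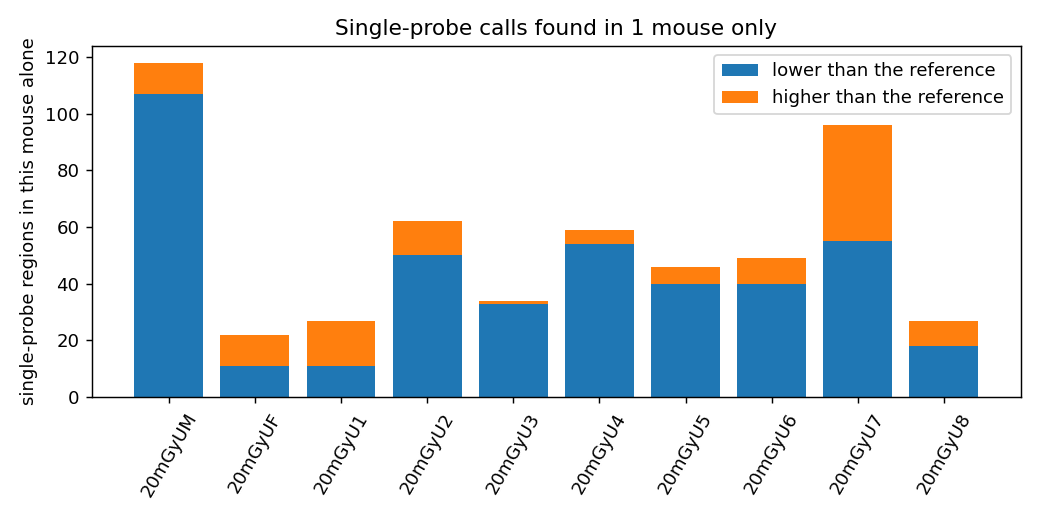
Number of single-probe regions called in 1 mouse alone, per mouse, lower (blue) or higher (orange) than the reference. The sire has the most (118), followed by 20mGyU7 (96), and the dam has the fewest (22).

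Loci with 2 or more positive probes in exactly 1 parent numbered 4, all lower than the reference. The largest lay on chromosome 3, from 25417435 to 25444229 (26795 bp, 4 probes), with -1.42 in the dam, 0.10 in the sire and -1.50 ± 0.03 in the carriers 20mGyU6, 20mGyU7 and 20mGyU8 (SD, n = 3), against 0.03 ± 0.02 in the other offspring (SD, n = 5). The exact binomial p for 3 carriers of 8 was 0.727. Because the carriers were the offspring with high X and low Y ratios and the means lay beyond the response to 1 copy, this value does not measure the transmission of a 1-copy deletion. The other 3 loci had 2 probes each and were called in the sire, with -0.70 (chromosome 1 at 101637442), -0.60 (chromosome 1 at 151616540) and -0.69 (chromosome 4 at 6482684). The first and second of them were called in 0 of 8 offspring (exact binomial p = 0.00781 against an equal chance, adjusted p = 0.0156 over 4 loci), and the third was called in 20mGyU3 alone (exact binomial p = 0.0703, adjusted p = 0.0938). With carriers defined by a mean beyond 50% of that of the sire, 20mGyU4 was added at the third locus (exact binomial p = 0.289, adjusted p = 0.385). These tests assume true 1-copy loci that are always detected. A false call of 2 probes in the sire would have no carriers either, so the values do not measure transmission. Other settings gave as few as 1 such locus in a parent.

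Of the loci called in more than 1 mouse, the most frequent set of carriers was the dam with 20mGyU6, 20mGyU7 and 20mGyU8. It held 26 lower loci on 12 autosomes, including the chromosome 3 locus above, and the next set of 2 or more mice held 7. The mean over these 4 mice ranged from -3.67 (chromosome 6 at 104241394) to -1.05 (chromosome 9 at 4511804), so all 26 loci lay below the response to 1 copy. The same 4 mice had the high X and low Y ratios. No locus was called in all 10 mice, and 555 loci were called in 1 mouse alone.

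**Figure D4:**
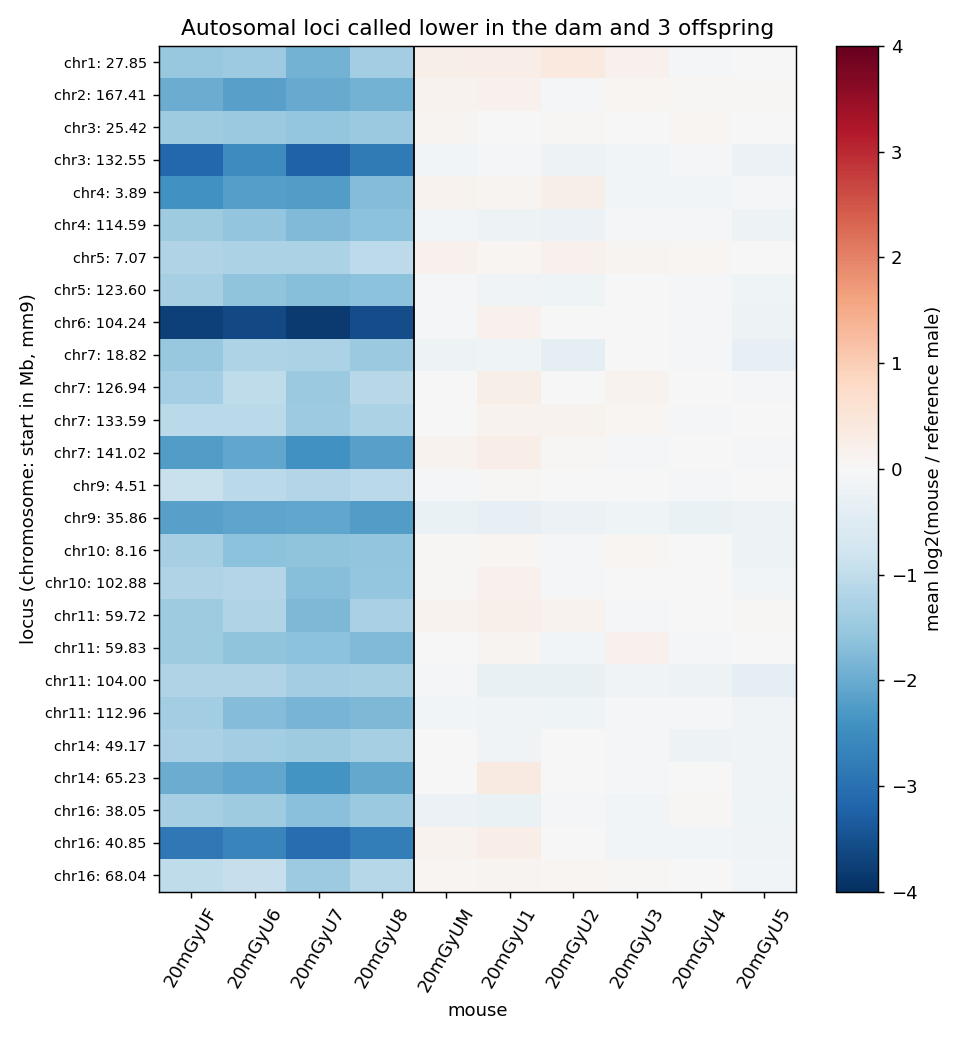
Mean log2(mouse / reference male) at the 26 autosomal loci (rows, chromosome and start in Mb, mm9) called lower in the dam, 20mGyU6, 20mGyU7 and 20mGyU8 (left of the line) and in none of the other 6 mice (right). The 4 mice average between -3.67 and -1.05, and the median over loci of the other 6 is 0.01.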

Values the study reported

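The study listed 3 deletions in offspring of this family, which had passed its second array and quantitative PCR. All 3 were Type L, and the study listed no Type S change for this family. It gave 20mGyU6 and 20mGyU8 as female and 20mGyU5 as male. For 20mGyU6 it gave 35 positive probes on the first array and a size of 76,287 bp on chromosome 1, for 20mGyU8 it gave 7 positive probes and 29,202 bp on chromosome 9, and for 20mGyU5 it gave 2 positive probes and 3469 bp on chromosome 11. Over all families, 22 of 142 offspring of irradiated sires (15.5%) and 8 of 156 offspring of non-irradiated sires (5.1%) had a Type L deletion in the study. Those counts hold only deletions that passed the second array and quantitative PCR. The share of offspring given above counts candidates of the first array among siblings of a single sire. The shares are therefore unlike measures. The share given above also includes the stretch of 20mGyU1, which the study does not list. That list holds fewer Type L deletions in offspring of irradiated sires than the study counts. Absence from it thus does not settle whether this stretch was among those counted.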

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

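Among the 8 offspring, 20mGyU7 lay far from the others in 2 counts. It had 43 probes called higher than the reference, while the next offspring had 17. It also had 23 Type S gains, while the next had 7. One of its 2 arrays was taken from the authors' value table because the scanner file held no usable signal. That array, with the mouse in Cy3, correlated with the same orientation of other mice at r from 0.10 to 0.34 across probes. The median over all pairs in Cy3 was 0.55. For 8 measures, array noise and the correlation between orientations included, the gap to the nearest offspring was divided by the range. Chance passes the critical ratio of 0.526 in about 1 of 20 groups, and the 2 counts of 20mGyU7 reached 0.619 and 0.696. They are not separate signs, since probes of Type S gains are also probes called higher.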

How the results depend on the processing

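The family without 20mGyU7 and the joining of regions within 50 kb were chosen after seeing the data; the other alternatives were fixed before. Of 219 alternative values for results that answer a comparison, 137 kept their direction and side of the threshold or stayed within 1.5 times the reported count. A further 66 counts or values moved and 8 directions reversed. In 8 cases the binomial test on the share of deletions no longer passed its threshold. Each of the 4 stretches was called again in its mouse under each alternative with 2 exceptions, 20mGyU5 after normexp (3 offspring left) and 20mGyU1 in Cy3 alone, where 18 of 22 probes were positive but 1 was also called in the sire. Under the 6 alternatives that change the log ratios or the probes used for them the means of the 4 stretches stayed between -0.85 and -0.51. Demanding both orientations mattered most. With the mouse in Cy5 alone there were 33363 lower and 12488 higher probes, 758 Type L regions with deletions and gains in all 8 offspring (50.8% deletions), 7181 Type S deletions, 6707 Type S gains, 1181 loci in 1 parent, 42 loci of the dam and 20mGyU6 to 20mGyU8, 11 loci in all mice, and a difference of 1423 called probes between offspring and parents. In Cy3 alone the values were 41715 and 25461 probes, 780 Type L regions in all 8 offspring for either sign (38.1% deletions), 6229 and 5490 Type S deletions and gains, 3987 loci in 1 parent, 5 loci in all mice and a difference of -3590 called probes between offspring and parents, opposite in sign to that in Cy5. The mean of both orientations gave 3445 and 1338 probes, 40 Type L regions (55% deletions) with deletions in 8 and gains in 4 offspring, 1352 and 885 Type S deletions and gains, and 78 loci in 1 parent. By construction a single orientation no longer removes the dye difference, and for the mean of both the cause was not tested. A single-probe threshold of 0.7 gave 1257 and 365 probes with 152 and 88 Type S deletions and gains, and 1.0 gave 318 and 34 probes with 34 and 13. An adjacent-probe threshold of 0.4 gave 5 offspring with a Type L deletion and 1 with a gain, adding 20mGyU2 and 20mGyU7 (87.5% deletions), and gave 21 loci in 1 parent, and 0.6 gave 1 such locus. Normexp gave 260 lower probes, 18 and 8 Type S deletions and gains (69.2%), 1 locus in 1 parent, 15 more called probes in offspring than in parents and an X ratio of 0.78 for the dam. Loess gave 434 and 277 probes, 76 Type S gains (46.5% deletions), 1 locus in 1 parent and 11.4 more called probes in offspring. Without probes with a quality flag there were 377 and 56 probes, 21 and 16 Type S deletions and gains (56.8%), and 8.5 more called probes in offspring. Relative to the median of the 10 mice there were 390 and 279 probes, 141 Type S gains (33.8% deletions), a Type L gain in 1 offspring (70% deletions), 1 locus in 1 parent and 9.88 more called probes in offspring. Without a required difference from the parents, 7 offspring had Type L deletions and 2 had gains among 14 regions, with 351 and 100 Type S deletions and gains; a difference over 0.7 left 43 Type S deletions (58.1%). With no gap there were 11 Type L regions, with a gap of 5 probes the deletions remained 100% but p was 0.0625 because fewer regions were counted, and joining within 50 kb gave 4. Without 20mGyU7 there were 22 Type S gains. With carriers defined by 50% of the mean of the parent, the sire locus on chromosome 4 had 2 carriers instead of 1. One locus in a parent had 4 or more positive probes. For the remaining changes the cause was not tested. No paired analysis was possible because the groups are 1 sire, 1 dam and their offspring and replicate numbers pair no samples. The GC correction and the alternative for gene lists were not run, since probe sequences and an annotation of the same build were not at hand. At least 99.4% of spots were well above background on the 19 usable arrays, and whether the replaced array limits the counts of 20mGyU7 was not tested.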

Other observations

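Tests on the chromosome 14 stretch and on the loci of the dam were chosen after the result was seen, except the count of opposite-sign probes; the test on single probes was set before, and the comparison of array noise within scan batches was added after. A further test set before, on simulated gains and losses of 1 probe, was dropped because the sizes added lay on different sides of the single-probe threshold and so fixed its outcome.

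Some probes separated subsets of the family, whether called or not. The means of 20mGyU6, 20mGyU7 and 20mGyU8 lay above those of all other mice by more than 0.3 at 157 probes and below them at 6. The dam, 20mGyU1 and 20mGyU2 lay above all other mice at 104 probes and below at 0. For probes above all other mice, these were the highest counts among all sets of 3 mice. The next set (the dam, 20mGyU6 and 20mGyU7) had 38 above and 4 below. For probes below, other sets of 3 had more, up to 16 in the sire, 20mGyU3 and 20mGyU4. Among sets of 4 mice, the dam with 20mGyU6, 20mGyU7 and 20mGyU8 came first, above all others at 50 probes and below at 110.

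The deletion on chromosome 14 of 20mGyU1 was the longest of the 4 stretches (84802 bp) and is not in the study's list. As that list is shorter than the study's own count, this does not settle whether the study found it. An exchange of dye labels would turn it into a gain, but the profile of 20mGyU1 correlated positively with those of 7 of 8 mice (median r = 0.2811 across probes, with -0.03 for 20mGyU7 as the exception), 20mGyU2 being left out (r = 0.36) because its columns in the value table have the same turned direction. Noise that differs between the 2 arrays is argued against by the regions passing with opposite signs. They held at most 3 positive probes in this mouse, against 13 in the larger region. An error common to both arrays would have the same sign on both and was not tested. That both parents lay near 0 follows from the way candidates were selected and is no separate test of inheritance. A de novo or mosaic deletion in 20mGyU1 is a hypothesis that may be examined by PCR, and a deletion arising in the tail tissue alone was not tested.

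The 26 lower loci shared by the dam, 20mGyU6, 20mGyU7 and 20mGyU8 may be probes that also bind sequence of the Y chromosome. By their X and Y probes these 4 mice were the females of the family. Their Y probes were low (-1.87 to -1.47 on single arrays), against -0.10 to 0.11 in the other 6 mice. No mouse had a low Y ratio without a high X ratio, so the carriers alone do not separate Y from X copies. Sequence shared with the X chromosome is argued against for these loci. X probes were higher in these 4 mice (0.86 to 0.97 on single arrays), whereas the means of the loci were -3.67 to -1.05. Heterozygous deletions passed on by the dam would reach different offspring from different chromosomes, but 1 set of carriers held on 12 autosomes. A scan batch is argued against because 2 batches held a carrier together with a mouse that was not one. From the parents alone 45 loci were chosen, as called in the dam beyond the response to 1 copy and not called in the sire. At 37 of them (82.2%) exactly 20mGyU6, 20mGyU7 and 20mGyU8 lay beyond 50% of the dam, over the 80% set for a missing Y. However, 25 of the 45 were among the 26 themselves, which had been picked for these carriers. Of the 20 others 12 (60%) had this split, but leaving out the 25 removes only loci with it and so lowers the share. Neither share therefore decides the question. Probe sequences were not at hand, so a match to the Y chromosome was not examined.

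Whether single-probe de novo candidates may be probe noise cannot be told apart from other causes. Single-probe regions of 1 mouse alone were 1.4 times as frequent in the parents as in the offspring, but this rests on the sire (2.36 times, against 0.44 times in the dam), which was itself the exposed animal, and the parents had a scan batch of their own. Their number rose with array noise over the 10 mice (Pearson r = 0.697, permutation p = 0.0268; Spearman rho = 0.498, permutation p = 0.147), and without the sire and 20mGyU2 r was 0.517 and rho 0.0359, while in each of the 5 scan batches the noisier of the 2 mice had more (two-sided exact p = 0.0625, the smallest possible for 5 batches). With the thresholds unchanged, deletions made up 46.5% of the candidates after loess and 33.8% relative to the median of the 10 mice, and the cause of their excess was not tested. The study lists no verified Type S change for a mouse of this family. In offspring of irradiated sires no Type S duplication passed its second array. True small deletions beyond that list remain possible, and the finer second arrays were not analysed here.

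The deletion of 20mGyU5 on chromosome 11 measured 1962 bp between the outer ends of its positive probes. That is lower than the value quoted from the study above. The sizes of 20mGyU6 and 20mGyU8 were lower as well, by smaller ratios, and the study used a finer second array that was not analysed here.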
